# Specification of jaw identity by the Hand2 transcription factor

**DOI:** 10.1038/srep28405

**Published:** 2016-06-22

**Authors:** Noriko Funato, Hiroki Kokubo, Masataka Nakamura, Hiromi Yanagisawa, Yumiko Saga

## Abstract

Acquisition of the lower jaw (mandible) was evolutionarily important for jawed vertebrates. In humans, syndromic craniofacial malformations often accompany jaw anomalies. The basic helix-loop-helix transcription factor Hand2, which is conserved among jawed vertebrates, is expressed in the neural crest in the mandibular process but not in the maxillary process of the first branchial arch. Here, we provide evidence that Hand2 is sufficient for upper jaw (maxilla)-to-mandible transformation by regulating the expression of homeobox transcription factors in mice. Altered *Hand2* expression in the neural crest transformed the maxillae into mandibles with duplicated Meckel’s cartilage, which resulted in an absence of the secondary palate. In *Hand2-*overexpressing mutants, non-Hox homeobox transcription factors were dysregulated. These results suggest that Hand2 regulates mandibular development through downstream genes of Hand2 and is therefore a major determinant of jaw identity. Hand2 may have influenced the evolutionary acquisition of the mandible and secondary palate.

The evolution of vertebrates, which first appeared as gnathostomes (jawed vertebrates), is associated with jaw acquisition, as it allowed a shift from passive to active predation^1^. The evolution of articulated jaws was mainly induced because invertebrates acquired the neural crest^2^. The upper (maxilla) and lower (mandible) jaws and associated soft tissues are derived from the maxillary and mandibular processes, respectively, of the first branchial arch. The jaws of early gnathostomes consisted of two major components, the palatoquadrate in the upper jaw and Meckel’s cartilage in the lower jaw^3^,^4^. Jawed vertebrates are divided into two groups, bony vertebrates and cartilaginous fishes, which are further grouped into two lineages, elasmobranchs (sharks and rays) and holocephalans (elephant sharks and ratfishes). Holocephalans, which are the most primitive of living jawed vertebrates^5^, have a complete hyoid arch and upper jaw fused to the cranium. Cyclostomes (lampreys) are widely recognised as the closest living relatives of jawless vertebrates^1^,^6^,^7^. In humans, improper development of neural crest cells (NCCs) occurs in at least one-third of all congenital anomalies^8^. Syndromic craniofacial malformations often accompany mandibular anomalies such as agnathia, micrognathia, retrognathia, and aplasia/hypoplasia of the mandibular condyles. Therefore, the identification of factors involved in mandible specification will provide insights into the evolution of vertebrates and the mechanisms underlying congenital anomalies involving craniofacial tissues.

The Hand protein family of basic helix-loop-helix (bHLH) transcription factors in higher species consists of two members, Hand1 and Hand2. Ablation of *Hand2* expression in NCCs of the branchial arches results in hypomorphism of the mandibles and Meckel’s cartilage in mice^9^,^10^,^11^. The NCCs in the first branchial arch are devoid of *Hox* homeobox genes, and *Hox* gene expression in the first branchial NCCs is incompatible with jaw formation^12^. Instead, non-Hox homeobox transcription factors, which are expressed in the first branchial arch, have broad potential to produce most of the cartilaginous and dermatocranial derivatives^13^. Dlx homeobox transcription factors, which specify the dorsoventral patterning of the first branchial arch, have been involved in vertebrate evolution^4^,^14^. Dlx6 acts as an intermediary between endothelin1 (*Edn1*)/endothelin receptor type A (*Ednra*)-mediated signalling and *Hand2* expression during mandibular development^15^,^16^, although *Hand2* expression in the ventral region of the branchial arch is independent of *Edn1/Ednra*-mediated signals^9^. The loss of *Dlx5/Dlx6* or *Ednra* in mice results in homeotic transformation of the lower jaws to the upper jaws^4^,^17^,^18^, whereas the constitutive activation of *Ednra* expression induces ectopic expression of *Hand2* in the maxillary arch and subsequently transforms the upper jaws into lower jaws^19^,^20^. In 66% of *Ednra*^*Hand2/*+^ mutants, in which one copy of *Hand2* was knocked into the *Ednra* locus, exhibit the transformation of upper jaw structures into lower jaw elements^19^. In the Japanese lamprey *Lethenteron japonicum*, a *Hox*-expression-free mandible has been maintained^21^ and homologs of *Edn1, Ednra*, and *Hand2* are expressed as in gnathostomes^22^, thus indicating that the regulation of *Hand2* gene expression in the branchial arch is conserved in cyclostomes and gnathostomes.

Here, we show that altered expression of the Hand transcription factors, Hand1 and Hand2, in NCCs or the osteochondral progenitors induced the transformation of the upper jaw into a lower jaw, which resulted in a missing secondary palate. We identified that Hand2 was specifically located genetically upstream of non-Hox homeobox transcription factors in the development of the first branchial arch. Modification of the *Hand2* gene may correlate with the evolution of vertebrates.

## Results

### Altered expression of *Hand2* induces the transformation of the upper jaw to the lower jaw

The bHLH transcription factor Hand2 controls cardiac, limb, and craniofacial development^9^,^11^,^15^,^23^,^24^. When we analysed the whole-mount LacZ expression that was driven by the 11-kb *Hand2* promoter in the craniofacial region, *Hand2* expression was observed exclusively in the mandibular arch but not in the maxillary arch or calvarial regions (Fig. 1A). The nested expression of the *Hand2* gene in the mandibular region was also confirmed by *in situ* hybridization (Fig. 1B). Because the acquisition of the mandible was especially important in the evolution of vertebrates and *Hand2* expression is nested in the mandibular arch, the amino-acid alignment of the Hand proteins was examined. Interestingly, Hand2 is evolutionally conserved in primitive jawed vertebrates (elephant sharks) but less conserved among jawless vertebrates (lampreys) and invertebrates (Fig. 1C; Supplementary Figs S1 and S2).

The correlation of the pattern of the nested expression of *Hand2* in the mandibular arch (Fig. 1A,B) and the phylogenetic tree of Hand2 (Fig. 1C; Supplementary Fig. S1) suggested that Hand2 might determine the mandibular identity within the first branchial arch. NCCs, which contribute to jaw and craniofacial evolution, have been implicated in the patterning of craniofacial cartilaginous and dermatocranial derivatives^25^. To explore the hypothesis that Hand2 specifies the identity of jaws within the NCCs of the branchial arches, we overexpressed *Hand2* specifically in the NCCs of mice and examined the resulting craniofacial phenotypes. At postnatal day (P) 1, all (16 of 16) *Hand2*^*CAT/*+^*; Wnt1-Cre* (hereafter *Hand2*^*NC*^) mice died neonatally with craniofacial deformities, including brachycephaly, eyelid colobomas, tongue protrusion, and small pinna in the anterior position, compared to control littermates (Fig. 2Ab; Supplementary Table S1). Alizarin red and alcian blue staining showed that the maxillary elements (maxillary bone, palatal process of maxilla and palatine, vomer, pterygoid, lamina obturans, and jugal bones) were aplastic in *Hand2*^*NC*^ mutants (Fig. 2Af; Supplementary Table S2) and that these elements were replaced by mirror-image duplication of the mandibular bone with duplicated lower incisors and mandibular molar alveoli (Fig. 2Ad,f,h). The mutant mandibular bones and angular processes of the mandible were hypoplastic, and the coronoid and condylar processes were aplastic (Fig. 2Ah). The duplicated mandibular bone was fused to the original mandibular bone at the condylar process and attached to the premaxilla (Fig. 2Ad,h). The premaxilla, which is a derivative of the frontonasal process (FNP), was mildly deformed, while the upper incisors within the premaxilla were maintained in *Hand2*^*NC*^ mutants (Fig. 2Af). The pterygoid, presphenoid, and basisphenoid bones, which are derivatives of the neural crest, were aplastic or severely malformed, whereas the basioccipital bone, which is a derivative of the mesoderm, was intact (Fig. 2Af). The temporal bones were reduced and fragmented in *Hand2*^*NC*^ mutants (Fig. 2Aj). Compared with the wild-type mice, the neural crest-derived frontal bones were much reduced in size in *Hand2*^*NC*^ mutants, whereas the mesoderm-derived parietal bones were similar in size (Fig. 2Ak,l). The mutant skulls showed brachycephaly (Fig. 2Ak,l), suggesting that skull shape was sensitive to the patterning information from the tissue at the junction of the maxillary process. In the middle ear, derivatives of the first branchial arch (malleus, incus, gonial bone, and tympanic ring) failed to form (Fig. 2C). The hyoid bones, which are derivatives of the second branchial arch, were maintained; however, the ossification was hypoplastic in *Hand2*^*NC*^ mutants (Fig. 2D).

To understand the physiological role of Hand2 in the bone development of the branchial arches, we overexpressed *Hand2* in the early precursors of all of the cell types of the bone primordium with *Twist2-Cre* knockin mice^26^. All *Hand2*^*CAT/*+^*; Twist2-Cre* (hereafter *Hand2*^*BP*^) mice died neonatally with severe craniofacial defects, including brachycephaly, eyelid colobomas, and small pinna (Fig. 3A), which were similar to the defects observed in the *Hand2*^*NC*^ mutants (Fig. 2A). In *Hand2*^*BP*^ mutants, the maxillary structures (the palatal process of the maxilla and palatine jugal bones) were missing and replaced by a partially duplicated set of mandibular bones with a mandibular molar alveolus (Fig. 3A). These skeletal abnormalities of *Hand2*^*BP*^ mutants were similar to but milder than those seen in *Hand2*^*NC*^ mutants (Fig. 2A), except for the basioccipital bones (Fig. 3A; Supplementary Table S2). These results indicate that *Hand2* in the NCCs contribute as a selector gene to the specification of the mandibular bone. The abnormalities were not observed in *Hand2*^*CAT/*+^ mice (n = 16).

### Altered expression of *Hand1* partially recapitulates *Hand2*-induced skeletal patterning

We next examined whether the neural crest phenotype was specific for the Hand protein family. To test whether Hand1 also transforms the upper jaws to the lower jaws, we used *Hand1*^*CAT/*+^*; Wnt1-Cre* (hereafter *Hand1*^*NC*^) mice and examined the craniofacial phenotypes at P1. *Hand1*^*NC*^ mutants resembled *Hand2*^*NC*^ mutants with their brachycephaly and eyelid colobomas (Fig. 2Bb). Bone analysis of *Hand1*^*NC*^ mutants revealed that the maxillary structures were hypoplastic and were replaced by a partially duplicated set of mandibular bones with mandibular molar alveoli (Fig. 2Bd,f; Supplementary Table S2). When we overexpressed *Hand1* specifically in the osteochondral progenitors of the bone primordium, *Hand1*^*CAT/*+^*; Twist2-Cre* (hereafter *Hand1*^*BP*^) mutants showed similar but weak phenotypes (Fig. 3B) compared with *Hand1*^*NC*^ mutants (Fig. 2B). Abnormalities were not observed in *Hand1*^*CAT/*+^ mice (n = 16).

The significance of the endoderm- and ectoderm-derived epithelium for craniofacial development has been demonstrated^27^,^28^. To examine the contribution of Hand transcription factors to the epithelial lineage in jaw development, we crossed *Hand2* or *Hand1* transgenic mice with the *KRT14-Cre* mice and examined the craniofacial phenotypes. The altered expression of the conditional alleles for *Hand2* or *Hand1* in the *KRT14-Cre* mice resulted in a lack of bone phenotypes at P1 (Supplementary Tables S1 and S2). These data suggest that the Hand transcriptional factors exert specific functions in the NCCs and bone primordium to control the patterning of the jaws.

### *Hand2-* and *Hand1*-induced mandibular transformations are accompanied by oral tissue remodeling

Lesser *Hand2*^*NC*^ mutants than expected were obtained (Supplementary Table S1). To determine whether this was a consequence of decreased viability, we examined *Hand2*^*NC*^ embryos. Until embryonic day (E) 12.5, the surface appearance of *Hand2*^*NC*^ embryos was normal. At E13.5, *Hand2*^*NC*^ mutants were characterised externally by inadequate pigmentation in the ventral retina (Supplementary Fig. S3). At E13.5–E16.5, *Hand2*^*NC*^ mutants showed small pinna, brachycephaly, and tongue protrusion. In addition, *Hand2*^*NC*^ mutants often exhibited exencephaly or hemorrhage (Supplementary Fig. S3).

To analyse the effects of Hand2 on the mandibular bone patterning, we next examined jaw development of wild-type and *Hand2*^*NC*^ embryos from E12.5 to E16.5. Altered expression of alkaline phosphatase (ALP), an early osteoblast marker, was observed in the maxillary process of *Hand2*^*NC*^ mutants (Fig. 4Ab,d), suggesting that the destination of the maxillary arch was determined as early as E12.5. The duplicated mandible in the maxillary region was confirmed in whole-mount ALP staining of *Hand2*^*NC*^ mutants at E13.5 (Fig. 4Af). Bone staining of embryos showed that the maxillary bone was aplastic, the premaxilla was deformed, and the duplicated mandible contained ectopic truncated Meckel’s cartilage in the maxillary region of *Hand2*^*NC*^ mutants (Fig. 4Bb,d,f). Ossification of the temporal bones was delayed in *Hand2*^*NC*^ mutants (Fig. 4Bb,d,f).

To further examine the role of Hand2 in jaw development, we performed histological analysis of *Hand2*^*NC*^ mutants. At E12.5, ectopic Meckel’s cartilage was observed in the maxillary region of *Hand2*^*NC*^ mutants (Fig. 4Cb). At E14.5, the control palatal shelves were elevated above the dorsum of the tongue and fused at the midline (Fig. 4Cc), whereas the palatal shelves of *Hand2*^*NC*^ mutants were missing, and the duplicated mandible was fused to the original mandible by connective tissue strings (Fig. 4Cd). At E19.5, heads of *Hand2*^*NC*^ mutants showed duplication of the mandibular bone and Meckel’s cartilage, ectopic salivary glands in the maxillary region, and a second set of lower molars in the duplicated mandible (Fig. 4Ch). *Hand1*^*NC*^ mutants (Supplementary Fig. S4) were histologically similar to *Hand2*^*NC*^ mutants (Fig. 4C). These results revealed that Hand proteins determine the mandibular identity and that correct Hand expression is required in the mandibular arch for normal palatogenesis to occur.

### Hand2 controls expression of *Pbx1* and *Runx1* in the first branchial arch

The maxilla-to-mandible transformation of the first branchial arch in *Hand2*^*NC*^ mutants indicated that altered *Hand2* expression converted the genetic program from the maxillary to the mandibular arch. To further determine the downstream genes of Hand2, we performed gene expression profiling on E11.5 *Hand2*^*NC*^ embryos. 

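Expression at E11.5 was measured on 2 Affymetrix GeneChip mouse genome arrays, 1 with RNA of wild-type embryos and 1 with RNA of *Hand2* NC embryos, which carry *Wnt1-Cre* and overexpress *Hand2* in the neural crest lineage. The legend of Fig. 5 gives n = 4 per genotype, and the methods state that the RNA was pooled, so 1 array stands for each genotype and no difference between genotypes has a replicate check. The sample labels name the whole body as the tissue at E11.5, the results section names embryos and the legend of Fig. 5A names heads. On these arrays, 13 of 15 heart muscle genes and 10 of 11 liver genes with a named probe set lay above the signal filter, with median signals of 896 and 991 in the wild-type. The deposited values are MAS5 signals on a linear intensity scale, 1 per probe set, which the authors' processing had brought to nearly the same trimmed mean on every array. From there, each array was scaled to a trimmed mean of 500, and the log2 ratio of *Hand2* NC to wild-type was taken for each gene from its probe set with the highest mean signal over the 4 arrays of both stages. A gene was kept if the brighter of its 2 arrays lay at or above the median of that array, which was a signal of 97.2 for the wild-type and 101 for *Hand2* NC. The filter and the choice of probe set are not named in the paper's text, and both move the number of genes past a 2-fold cutoff by over 1.5 times.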

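Most genes had nearly equal signals in wild-type and *Hand2* NC embryos at E11.5. Of 11886 genes above the signal filter, 21 were at least 2-fold higher and 32 at least 2-fold lower in *Hand2* NC, and 95.5% of the genes above it lay within 0.5 of 0 on the log2 scale. *Hand2* itself was read by 3 probe sets. The second brightest went from a signal of 67.1 in the wild-type to 314 in *Hand2* NC, a log2 change of 2.23, whereas the brightest had signals of 1214 and 1244, a log2 change of 0.04, and the dimmest lay below the filter. By the rule of the brightest probe set *Hand2* is therefore not among the 21 genes.

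The largest rises in signal were those of *Bsn* (log2 change 1.62), *Dyrk1b* (1.61), *Agtrap* (1.61) and *Zap70*, a kinase of T-cell receptor signalling (signals of 169 and 479). *Matn2*, which encodes an extracellular matrix protein, had a log2 change of 1.36, and *Myf5*, a determination factor of skeletal muscle, one of 1.13. With dim values raised to the array median *Bsn* had 0.13, *Dyrk1b* 0.08 and *Agtrap* 0.63, so their sizes and ranks rest on dim signals. *Zap70*, *Matn2* and *Myf5* kept their log2 changes with that setting. The largest falls were those of *Syt8* (-3.46), the splicing helicase gene *Dhx38* (-2.53), *Noxo1* (-2.50), *Cyp2d13* (-2.24) and *Tulp1* (-2.06), and *Utf1*, expressed in pluripotent cells, had a log2 change of -1.58. Raising dim values to the array median left *Syt8* at -0.26, *Dhx38* at -0.64, *Noxo1* at -0.13, *Tulp1* at -0.18 and *Utf1* at -0.01. *Cyp2d13* turned to 0.0049 with that setting, so the sizes and ranks of these falls rest on dim signals. For *Agtrap* and *Dhx38* another probe set went the opposite way. *Macroh2a3* (1.02), *Sec22c* (1.16) and *Arhgap39* (-1.16), named after their values were seen, were the 3 genes past the cutoff that reached the 75th percentile of signals on an array.

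In 44 of the 53 genes past the cutoff the dimmer array lay below its median, where signals vary most, and of 9 other probe sets of these genes above the filter, 3 went the same way, 0 of them past the cutoff, and 1 passed it the opposite way. Centring the arrays on their medians gave 15 genes higher and 37 lower.

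**Figure D1:**
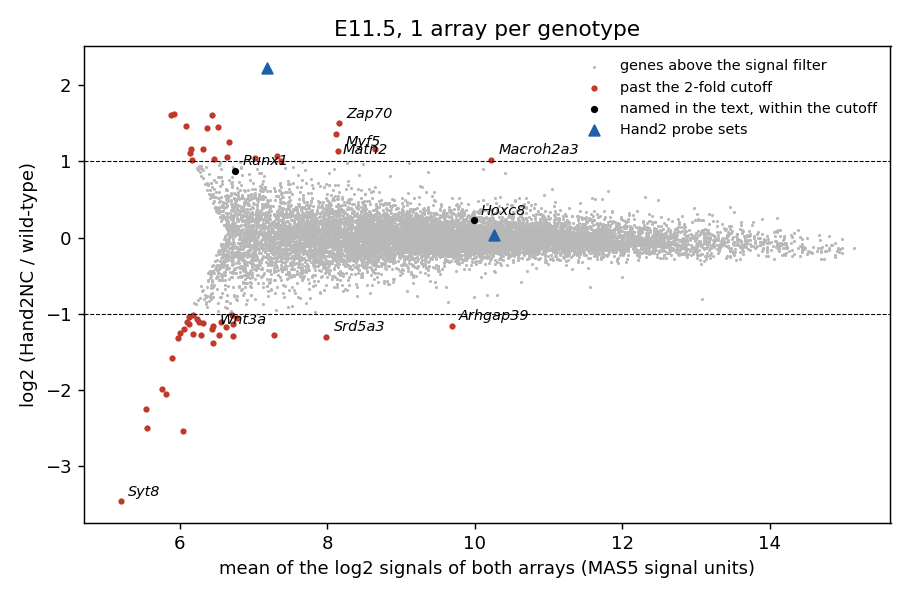
Log2 ratio of *Hand2* NC to wild-type against the mean log2 signal of both arrays at E11.5, 1 point per gene above the signal filter. Red points are the 53 genes past the 2-fold cutoff (dashed lines), black points are named genes within it, and triangles are the *Hand2* probe sets at log2 changes of 2.23 and 0.04. The points past the cutoff crowd at the dim end.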

Surprisingly, only a small portion of the genes was dysregulated in E11.5 *Hand2*^*NC*^mutants; 51 genes were downregulated, and 17 genes, including the *Hand2* gene, were upregulated when the two-fold change cutoff was applied (Supplementary Tables S3 and S4). To analyse whether certain molecular functions or biological processes were sensitive to the altered *Hand2* expression in the neural crest, a gene ontology enrichment analysis was performed on the dysregulated genes. Protein ANalysis THrough Evolutionary Relationships (PANTHER)^29^ indicated that the prominent biological process was neurogenesis (Fig. 5Aa). 

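Genes of neuronal differentiation differed little between the E11.5 arrays. Of 27 such genes above the filter, 0 passed the 2-fold cutoff. Their median log2 change was 0.02, higher than in 83.6% of 10000 random gene lists of equal size and signal, and it was -0.04 with the arrays centred on their medians. The proneural gene *Neurod1* had a log2 change of 0.21 and the sensory neuron gene *Pou4f1* one of 0.26, while *Eomes*, a gene of intermediate progenitors, had one of -0.65. Of 12 neural progenitor genes, 0 passed the cutoff, 5 were higher by more than the local spread, which is the robust standard deviation of the log2 change over the 500 genes nearest in signal, and 0 were lower by that much. The largest among them was *Nes*, which encodes an intermediate filament of neural stem cells, with a log2 change of 0.90 at a local spread of 0.14. The Notch target *Hes5* had one of 0.33 at a spread of 0.12. The median of this list, 0.08, was higher than in 96.3% of random lists, but it turned to -0.02 with a filter at the 75th percentile and to -0.04 with the mean over probe sets. Of 12 genes of sympathetic neurons, a lineage of the trunk neural crest, 5 were lower by more than the local spread and 1, *Slc18a2*, was higher, with a list median of -0.13, which was -0.25 with the mean over probe sets and turned to 0.07 with the filter at the 75th percentile. The ontology database behind Fig. 5Aa was not used here, and these lists were compiled from general knowledge of the tissues.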

The genes that were dysregulated in the developmental processes were further analysed for their annotated molecular function. The majority of the dysregulated genes encoded transcription factors (Fig. 5Ab, Supplementary Table S5).

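Among the 53 genes past the 2-fold cutoff at E11.5, 1 carried the family name of a transcription factor, *Snai3*, a zinc finger gene of the Snail family with a log2 change of -1.12. The name rule passes over factors whose symbols carry no family name, such as *Myf5* and *Utf1* among the 53. Of the 11886 genes above the filter, 764 (6.43%) carried such a name, and random gene sets matched on signal held 4.68 on average. Of 91 homeobox genes outside the Hox clusters 0 passed the cutoff, and of 26 Hox genes 0 did. The homeobox gene nearest to it was *Hesx1*, a gene of the anterior forebrain and pituitary, at -0.99. It passed the cutoff under 3 other scalings of the arrays. When a gene was called from any of its probe sets, 6 of 139 genes past the cutoff carried the name of a transcription factor, among them *Cux2* and *Pou3f2*. The share shown in Fig. 5Ab is one of the dysregulated genes in developmental processes, a set that was not rebuilt here. With the stated aim of understanding the network under *Hand2*, the paper then examined dysregulated transcription factors by *in situ* hybridization.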

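Transcriptional regulators that the study followed at E11.5 had small differences on the arrays, with *Runx1* the largest. *Runx1*, a Runt domain factor of blood and skeletal development, had a log2 change of 0.88 by its brightest probe set, from a signal of 79.4 in the wild-type to 146 in *Hand2* NC. The other 5 probe sets of *Runx1* lay below the filter, and the mean over all 6 was 0.05. *Six4*, a homeobox gene, had a log2 change of 0.28 by its brightest probe set, and another probe set above the filter had one of -0.57. *Hif1a*, the oxygen-regulated factor, had one of -0.09, *Rsf1* one of 0.09, *Rb1cc1* one of 0.02 and *Dner*, which encodes a Notch ligand of neurons, one of 0.00. *Sfmbt2*, a Polycomb gene, had -0.13, and a dim probe set below the filter had 3.09. None of the 14 probe sets of these last 6 genes that lay above the filter passed the 2-fold cutoff. *Dlx5*, a homeobox gene of the ventral arches upstream of *Hand2*, had a log2 change of 0.28 at a local spread of 0.22. *Edn1*, which encodes the ligand of that pathway, had one of 0.05. At E11.5 the tissue was larger than the branchial arches. A change confined to them may be diluted for genes also expressed in the rest, which was not tested.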

To understand the transcriptional network controlled by Hand2, we examined the dysregulated expression of the transcription factors in E11.5 embryos. In *Hand2*^*NC*^mutants, levels of *Hand2* and *Pbx1* expression were increased in the medial mandibular process and hyoid arch, and the altered expression of these genes was observed in the maxillary process (Fig. 5Bb,d). The *Runx1* expression was also increased in the medial mandibular process and maxillomandibular junction in *Hand2*^*NC*^mutants (Fig. 5Bf). Analysis of the expression of *Hif1a, Rsf1*, *Six4*, *Rb1cc1*, *Sfmbt2,* and *Dner* did not reveal any obvious differences between the wild-type and *Hand2*^*NC*^heads (Supplementary Fig. S5).

### Hand2 activates a mandible-specific genetic program in the maxillary process

*Hand2* gene expression was confirmed in the mandibular region at E12.5 (Fig. 1B) and *Hand2*^*NC*^mutants were first recognised by dysmorphogenesis of the head at E12.5 (Fig. 4C). To find downstream genes of Hand2, we next performed a microarray analysis using the heads from E12.5 embryos. 

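At E12.5, RNA of wild-type heads and of *Hand2* NC heads was hybridised to 1 array each, and the legend of Fig. 6A gives n = 3 per genotype. The labels and the paper both name the head as the tissue. Of the heart muscle genes 4 of 15 and of the liver genes 2 of 11 lay above the signal filter, with median signals of 42.4 and 32.4 in the wild-type, far below those at E11.5. The arrays were scaled and filtered as at E11.5, and the array medians were 106 in the wild-type and 102 in *Hand2* NC. The ratio of the 3' to the 5' control probe sets, a sign of RNA integrity, was 1.39 and 1.36 for *Actb* and 0.837 and 0.804 for *Gapdh* in wild-type and *Hand2* NC, and at E11.5 it was 1.48 and 1.42 for *Actb* and 0.857 and 0.890 for *Gapdh*. The *Hand2* NC array lacked the signal of Y-linked genes that the wild-type array held. *Kdm5d* had a signal of 677 in the wild-type and 8.72 in *Hand2* NC, and *Eif2s3y* had 956 and 14.4. *Xist*, the RNA of the inactive X chromosome, had 8988 and 16187. At E11.5, *Eif2s3y* had 840 and 853, *Kdm5d* had 578 and 535, *Uty* had 315 and 475, and *Xist* had 11947 and 10567.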

We found that 61 genes, including the *Hand2* gene, were upregulated, and 84 genes were downregulated, with a cutoff of a two-fold change (Supplementary Tables S6 and S7). 

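In the E12.5 heads, 24 of 11815 genes above the filter were at least 2-fold higher and 23 at least 2-fold lower in *Hand2* NC. The overexpressed gene stood out by 1 probe set. The second brightest probe set of *Hand2* rose in signal from 33.4 to 706, a log2 change of 4.40, and the brightest one from 592 to 839, a log2 change of 0.50.

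*Gsc*, the homeobox gene goosecoid of the ventral branchial arches, was among the genes higher, with signals of 156 and 320 and a log2 change of 1.03 at a local spread of 0.26. *S100a8*, which encodes a calcium-binding protein of granulocytes, had a log2 change of 1.34, *Pgam2*, a glycolytic enzyme gene of muscle, one of 1.54, and *Myf5* one of 1.13. *Pth*, the gene of parathyroid hormone, had the largest log2 change, 6.22, but from a signal of 1.42 to one of 106 that barely exceeded the array median. *Esrrb* (2.72), *Tmem52* (2.68), *Acrbp* (2.51), *Cd160* (2.43) and *Csrnp1* (1.90) followed, all with wild-type signals below the array median. Without ambiguous probe sets *Esrrb* and *Acrbp* turned to -0.12 and -0.11, and with dim values raised to the array median *Pth* had 0.0034, *Tmem52* 0.018 and *Cd160* -0.03. Raising dim values also took *Csrnp1* to 0.31, *Pgam2* to 0.75 and *Myf5* to 0.74, all within the cutoff. *Gsc* and *S100a8* kept their log2 changes with that setting.

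The 3 largest falls were those of the Y-linked genes *Uty* (-7.65), *Kdm5d* (-6.28) and *Eif2s3y* (-6.06), and without genes on the X and Y chromosomes the counts were 23 higher and 20 lower. *B3gntl1* (-2.19), *Nfatc2*, a calcium-regulated factor (-1.71), the meiotic cohesin gene *Rec8* (-1.68) and *Lca5l* (-1.61) came next. With dim values raised to the array median *B3gntl1* had -0.12, *Rec8* -0.45 and *Lca5l* -0.20, while *Nfatc2* had -1.65. The Y-linked genes stayed past the cutoff with that setting, *Uty* at -1.98, *Kdm5d* at -2.73 and *Eif2s3y* at -3.23. The sizes and order of their falls thus rest on dim signals in *Hand2* NC. From the mean over its probe sets *Nfatc2* turned to 0.44. *Hoxd1* had a log2 change of -1.13, and *Jag2*, a Notch ligand gene named after its value was seen, one of -1.10.

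In 37 of the 47 genes past the cutoff the dimmer array lay below its median. Centring the arrays on their medians gave 33 genes higher and 21 lower, and calling a gene from any of its probe sets gave 63 and 87.

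**Figure D2:**
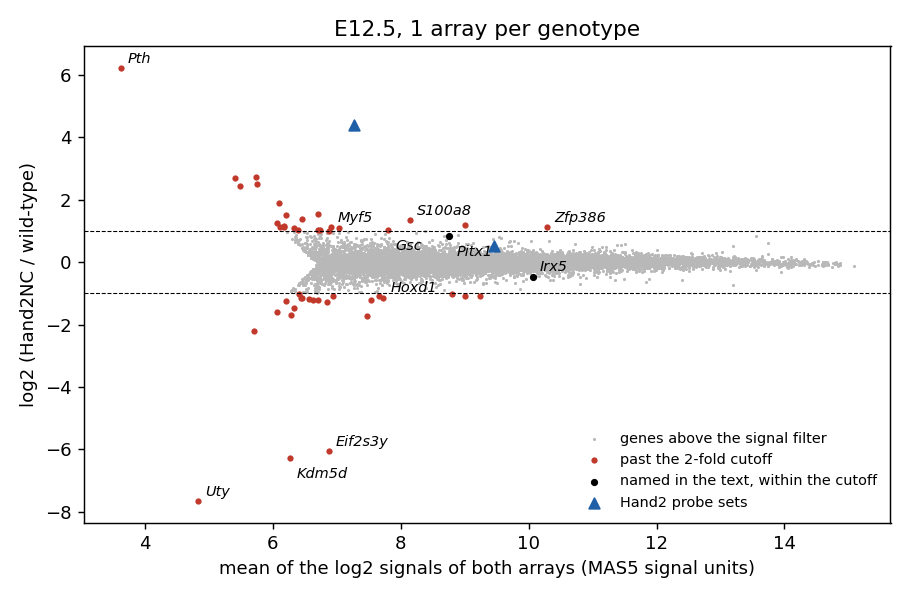
Log2 ratio of *Hand2* NC to wild-type against the mean log2 signal of both arrays in E12.5 heads, 1 point per gene above the signal filter. Red points are the 47 genes past the 2-fold cutoff (dashed lines), black points are named genes within it, and triangles are *Hand2* probe sets at 4.40 and 0.50. The Y-linked genes *Uty*, *Kdm5d* and *Eif2s3y* lie below -6.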

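Genes of salivary glands were dim in E12.5 heads, and of 8 with a named probe set 1, *Amy1*, lay above the signal filter. *Smr2*, from a gene family of salivary proline- and glutamine-rich proteins, was read by 3 probe sets, all below the array median in both genotypes. The probe set that differed most had a signal of 6.71 in the wild-type and 28.8 in *Hand2* NC, a log2 change of 2.10. The brightest one had signals of 48.6 and 40.1, a log2 change of -0.28, and the third had a log2 change of 0.02. The related gene *Smr3a* had signals of 2.74 and 1.44. At signals this far below the array median of 106, the local spread of the log2 change was 0.57 for the brightest *Smr2* probe set and larger for dimmer ones.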

Interestingly, the expression of *Smr2*, a member of the gene family encoding salivary glutamine/glutamic acid-rich proteins, was upregulated in *Hand2*^*NC*^ mutant heads at E12.5 (Supplementary Table S7). A gene ontology analysis showed that the most significantly enriched biological process in the E12.5 *Hand2*^*NC*^ mutants was the developmental processes (Fig. 6Aa). 

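Developmental gene groups in the E12.5 heads differed by less than the 2-fold cutoff, apart from single members. Of 14 cartilage genes above the filter 0 passed it, with *Col2a1* at a log2 change of -0.06 and *Sox9* at -0.11, and the list median of 0.04 was higher than in 74.2% of 10000 random lists matched on signal. Of 5 bone genes 0 passed it. *Sp7*, the osteoblast factor osterix, had a log2 change of -0.45 at a local spread of 0.38, and *Col1a1* had -0.07. Among 16 palate genes, 5 were lower by more than the local spread, among them *Osr2* (-0.80) and *Tbx3* (-0.27), and 3 were higher, *Shh* (0.27), *Meox2* (0.28) and *Bmp4* (0.31). The palate list had a median of -0.09, lower than in all but 3.09% of random lists, and was -0.02 with a filter at the 75th percentile and 0.00 with the mean over probe sets. Of 13 skeletal muscle genes 1, *Myf5*, passed the cutoff, and *Chrng*, a subunit gene of the fetal acetylcholine receptor, had a log2 change of 0.98.

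Neuronal differentiation genes had lower signals as a group. Of 27, 13 were lower and 2 were higher by more than the local spread, with *Neurod6* at -0.46, *Nhlh1* at -0.46 and *Gap43*, an axon growth gene, at -0.24. Their median, -0.11, was lower than in all but 0.01% of random lists, and it was -0.05 with the arrays centred on their medians. Of 13 sympathetic neuron genes 6 were lower, among them *Cartpt* (-0.73), *Gata3* (-0.44) and *Chga* (-0.40), and 1, *Slc18a2*, was higher, with a median of -0.23, lower than in all but 0.85% of random lists. Markers of another cell type differed as well, as 5 of 8 erythroid genes were lower and 2 higher by more than the local spread, with a median of -0.12, lower than in all but 0.63% of random lists. These percentiles describe this pair of arrays, of which the *Hand2* NC array also lacks Y-linked signal.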

The prominent molecule was transcription factors, especially the homeobox transcription factor (Fig. 6Ab). 

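Genes with the family name of a transcription factor made up 8 of the 47 genes past the cutoff at E12.5 (17.0%), against 6.35% of all genes above the filter. The 8 were *Gsc*, *Hoxd1*, *Nfatc2* and the zinc finger genes *Zfp54*, *Zfp386*, *Zfp119a*, *Zfp575* and *Zfp593*. The name rule passes over *Myf5*, the nuclear receptor gene *Esrrb* and *Csrnp1*. Random sets matched on signal held 3.58 on average, and 2.02% of them held as many. *Zfp386*, with a log2 change of 1.13 at signals of 842 and 1842, was the brightest. Outside the Hox clusters, 1 of 97 homeobox genes above the filter, *Gsc*, passed the cutoff, and 50.4% of the matched random sets held as many. By more than the local spread, 27 of the 97 were lower and 16 higher, and the list median of -0.04 was lower than in all but 4.96% of random lists. Centring the arrays on their medians, which shifts all genes alike, made it 0.02.

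Hox genes had higher signals as a group. Of 13 above the filter, 9 were higher by more than the local spread, among them *Hoxb5* (0.85), *Hoxc5* (0.65) and *Hoxb4* (0.60), and *Hoxd1* was lower. The Hox median of 0.31 exceeded that of every one of the 10000 random lists. Random lists matched on the E12.5 signal alone gave the same, and 9 of the 13 were again higher than the local spread of genes with that signal. Such lists are drawn gene by gene. They cannot tell an effect of the genotype from a difference in where the heads were cut, which was not tested. When a gene was called from any of its probe sets, *Cux1* and *Zeb2* joined *Gsc* as homeobox genes outside the Hox clusters past the cutoff. With the stated aim of understanding the network that *Hand2* controls in jaw patterning, the paper then followed the homeobox factors with altered regulation.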

Most dysregulated homeobox transcription factors have been linked to human genetic diseases or genetically engineered mice with craniofacial anomalies (Supplementary Table S8).

The patterning of cranial and branchial NCCs is achieved by the regulation of homeobox transcription factors. 

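Of the genes that the study examined as homeobox genes by *in situ* hybridization, *Pitx1* and *Gsc* had the highest log2 changes in E12.5 heads. Both are genes of the mandibular arch. *Pitx1* had a log2 change of 0.85 by its brightest probe set, with signals of 323 and 581 and a local spread of 0.20, and 0.49 by the other. *Pax3*, a gene of premigratory neural crest, had -0.09, *Zeb2* had -0.09 and *Pax9*, a gene of jaw mesenchyme and teeth, had -0.22. *Pax9* was not counted among the homeobox genes above. The other probe sets above the filter had -0.42 and -0.30 for *Pax3* and 0.13 for *Pax9*. For *Zeb2*, 1 of 5 probe sets lay past the cutoff, at -1.05. The median of the 5 measured genes of this first group, which the study chose partly on these arrays and so is not independent evidence, was -0.09.

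*Lhx8*, *Irx5*, *Isl1* and *Pou3f3*, factors of the maxillary process, also chosen by the study, had a median log2 change of -0.19. The 6 measured genes for which the study saw no obvious difference *in situ* at E11.5 had a median as low at E12.5, -0.20. The study describes these 6 at E11.5. They are thus not known to be unchanged at E12.5, and their median does not decide whether the maxillary one was particular. The 3 genes without an obvious *in situ* difference at E12.5 had a median of -0.03. Of the maxillary factors *Irx5* was the lowest at -0.47 with a local spread of 0.13. *Lhx8* had -0.26, *Pou3f3* had -0.13 and *Isl1* had 0.11. A dim probe set of *Pou3f3* went from 71.2 to 2.23 in signal, below the array median on both arrays. *Zfhx3* had -0.03, *Shox2* had -0.07 and *Hmx1*, a gene of the craniofacial mesenchyme and cranial ganglia, had 0.47. *Uncx* had -0.53 at a local spread of 0.22. *Hand1* lay below the filter, at -0.40. Of all these genes *Gsc* alone passed the 2-fold cutoff by its brightest probe set. The arrays measured whole heads, in which a change within the arches may be diluted for genes also expressed elsewhere. Such dilution was not tested.

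**Figure D3:**
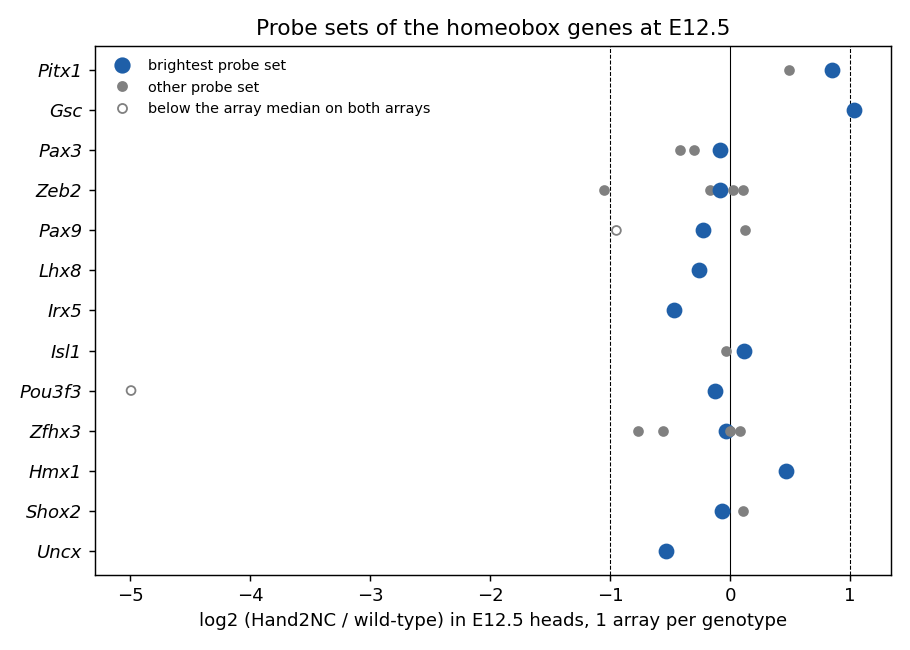
Log2 ratio of *Hand2* NC to wild-type in E12.5 heads for each probe set of 13 genes that the study examined as homeobox genes. There is 1 array per genotype, and dashed lines are the 2-fold cutoff. Large points are the brightest probe sets, from -0.53 for *Uncx* to 1.03 for *Gsc*. Open points lay below the array median on both arrays, as the outlying *Pou3f3* probe set with signals of 71.2 and 2.23 did.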

To better understand the transcriptional network that is controlled by Hand2 during jaw patterning, we focused on the homeobox transcription factors that had altered regulation in *Hand2*^*NC*^mutants. Whole-mount *in situ* hybridization showed that *Hand2* was only expressed in the mandibular process of wild-type embryos, whereas ectopic *Hand2* expression was observed in the lateral region of the maxillary process in *Hand2*^*NC*^ mutants at E12.5 (Fig. 6B). The ectopic expression of *Pitx1* was also confirmed in the maxillary process and increased in the mandibular process of *Hand2*^*NC*^ mutants (Fig. 6B). *Gsc* expression is downregulated in the branchial arches of *hand2* mutant zebrafish *han*^*S6*^ and conditional *Hand2* knockout mice^30^,^31^. In *Hand2*^*NC*^ mutants, *Gsc* was ectopically expressed, suggesting that Hand2 maintains or activates *Gsc* expression in the branchial arches. *Alx3* expression was increased in the mandibular and maxillary processes (Fig. 6B). The levels of expression of *Pax3* and *Zeb2* were increased in the mandibular process of *Hand2*^*NC*^ mutants (Fig. 6C). We have shown that the ablation of *Hand1* and *Hand2* in the NCCs affects the expression of *Pax9* in the distal midline of the mandibular process^10^. In *Hand2*^*NC*^ mutants, the levels of *Pax9* expression were increased in the midline of the mandibular process where *Hand2* expression was highly upregulated by the transgene (Fig. 6C). The expression of *Lhx8*, as well as *Isl1*, which is required for establishing the posterior hind limb field upstream of the *Hand2*-*Shh* pathway^32^, was less intense in the maxillary process of *Hand2*^*NC*^ mutants, while the expression of these genes was not affected in the mandibular process (Fig. 6D). Similarly, the expression of *Irx5*, which has been identified as a direct target of Hand2 in limb buds^24^, was reduced in the maxillary process (Fig. 6D). *Pou3f3* is required for the formation of maxillary components, including the temporal bone, jaw joint, and incus^33^. Consistent with the bone phenotype of *Hand2*^*NC*^mutants (Fig. 2A,C), *Pou3f3* expression was absent at the maxillary-mandibular junction in *Hand2*^*NC*^mutants (Fig. 6D). Because Hand2 regulates *Hand1* expression in the mandibular arch^31^, we examined *Hand1* expression in *Hand2*^*NC*^ mutants. Ectopic *Hand1* expression in the maxillary process of *Hand2*^*NC*^ mutants was confirmed in the lateral region, although the expression level appeared lower than that in the midline of the mandibular process (Fig. 6C). The expression of *Zfhx3*, *Hmx1*, and *Shox2* was not obviously different in the mandibular and maxillary processes of wild-type and *Hand2*^*NC*^ mutants (Supplementary Fig. S5).

Oral functional registration of the palate requires the correct integration of the secondary palate of the maxillary process and the primary palate. For simultaneous breathing and feeding, palate formation between the oral and nasal cavities must be appropriately aligned. Cleft palate is the most frequent congenital anomaly in humans^34^. Altered *Hand2* gene expression in the maxillary arch results in a loss of the secondary palate and nasal cavities (Fig. 4C), suggesting that the dysregulated genes in *Hand2*^*NC*^ mutants are involved in palatogenesis. Whole-mount *in situ* hybridization of the E12.5 embryos also showed that *Alx3, Lhx8, Pax3, Pitx1*, *Shox2, Gsc, Zeb2, Isl1, Rhox4b, Uncx,* and *Hmx1* were expressed in the secondary palate (Supplementary Fig. S6), suggesting that these homeobox transcription factors may be implicated in palatal development as intrinsic factors. Among these genes, ablation or mutation of *Alx3, Lhx8, Pax3, Pitx1*, *Shox2,* and *Zeb2* induces cleft palates in humans and/or mice (Supplementary Table S8). Collectively, these results indicate that NCCs within the first branchial arches respond to Hand2 transcription activity, which controls jaw patterning and palatogenesis by regulating the expression of homeobox transcription factors (Fig. 7).

## Discussion

The bHLH transcription factor Hand2 is expressed in NCCs in the mandibular arch but not in the maxillary arch of the first branchial arch. The Hand2 sequence is conserved among jawed vertebrates but not among jawless vertebrates. Consistent with its expression pattern and amino-acid alignment, *Hand2* gene expression is incompatible with maxillary jaw development, and altered Hand2 expression transforms the maxilla to the mandible and controls the specification of jaw identity. Hand2 orchestrates the dynamics of transcription factors and regulates the patterning of the first branchial arch (Fig. 7), suggesting that its role as one of the central molecules that determine the dorsoventral polarity of the first branchial arch. The skeletal abnormalities of *Hand2*^*NC*^mutants were similar to those seen in *Ednra*^*Hand2/*+^ mutants^19^ except for the penetration. However, we cannot formally rule out the possibility that overexpression of *Hand2* may lead to changes that are not physiological and that are not representative of the true function or network of Hand2.

### Regulation of jaw patterning and bone formation by Hand2

The functional modification of genes has been causally linked to adaptive evolution. The Hand2 amino sequence is evolutionally conserved in jawed vertebrates but less conserved in jawless vertebrates and invertebrates. In particular, the N-terminus of Hand2 is only conserved among jawed vertebrates, suggesting that the domain may contribute to the acquisition of the hinged jaw and the evolution from jawless to jawed vertebrates. We have shown that the N-terminus of Hand2 has an anti-osteogenic function by directly inhibiting Runx2^11^. Interestingly, *hand2* zebrafish mutant *han*^*c99*^, which lacks a region equivalent to the N-terminal amino acids (1–53aa) of mouse Hand2, has defects in jaw development and exhibits continuous upper jaw joints^35^,^36^. Since Hand proteins can dimerise with bHLH proteins to form a bipartite DNA-binding domain that recognises the E-box element^23^,^37^,^38^, the overexpression of Hand proteins may alter the dimerization pool of bHLH transcription factors or the DNA-binding activity in the branchial arch. The expression patterns of *hand* in the branchial arches of lampreys are similar to those of orthologous *hand* genes in jawed vertebrates^22^, even though the number of *Hand* orthologs expressed in the branchial arches of jawless and jawed vertebrates may be different. Multiple-species sequence alignment and expression analysis of Hand2 target molecules may yield insights into vertebrate evolution.

Transformation of the upper jaw into the lower jaw is observed in *Edn1* knock-in mice (*Ednra*^*Edn1/*+^), in which one copy of *Edn1* was knocked into the *Ednra* locus, resulting in constitutive *Ednra* activation^19^. The effects of constitutive *Ednra* activation are mostly restricted to the first branchial arch, even though *Ednra* expression occurs throughout the head and branchial arches^19^. In *Ednra*^*Edn1/*+^ mice, the complete mandibular bones with continuous Meckel’s cartilage and malleus were duplicated. In *Hand2*^*NC*^ mutants, the duplicated dentary was complete with the angular process, but the condylar process, coronoid process, and malleus were aplastic or hypomorphic in the duplicated mandible, suggesting that *Hand2* is involved in the formation of the dentary and angular process of the mandibular bone. In the maxillary region of *Hand2*^*NC*^ mutants, the presphenoid, vomer, and palatal bones were missing, and they were replaced by mandibular elements, whereas these maxillary elements remained in *Ednra*^*Edn1/*+^ mice. It is possible that the constitutive *Ednra* activation predominantly affects the first branchial arch in *Ednra*^*Edn1/*+^ mice, whereas the expression of *Hand2* is altered in the cranial NCCs in *Hand2*^*NC*^mice. Other explanations are that part of the *Hand2* expression is independent from *Ednra1/Edn1*-*Dlx5/6* signalling^17^,^19^.

The altered expression of *Hand2* in the cranial NCC-derived bone primordium resulted in hypoplastic bone formation in the cranial region, and this was observed in the frontal bones, temporal bones, and dorsal mandibular elements. Altered *Hand2* expression in the bone primordium (*Hand2*^*BP*^) resulted in the aplasia of the basioccipital bones. These results indicate that Hand2 antagonises the genetic program for the formation of membranous bones and are consistent with the findings that Hand2 negatively regulates the ossification of the mandibular bone by directly inhibiting Runx2, which is a master transcription factor of osteoblast-specific genes^11^. In contrast, the response of the NCCs in the second branchial arch to the altered *Hand2* expression was limited, suggesting that the levels of *Hand2* expression were not critical in the second branchial arch. Because the targeted deletion of *Hoxa2* transforms the second branchial arch to a mandibular branchial arch^39^, *Hox* genes may be primarily involved in determining the patterning of the second branchial arch. Thus, the *Hand2* expression levels and domains must be exquisitely regulated for the bone formation of the first branchial arch.

### Regulation of gene expression by Hand2

The present studies demonstrate that a number of genes are disrupted following the *Hand2* overexpression, subsequently inducing the maxilla-to-mandible transformation. The transformation induced a mirror-image duplication, suggesting that positional information along the maxillary-mandibular axis is present. *Runx1*, which is expressed in the maxillomandibular junction of the first branchial arch, may function as one of the patterning molecules. 

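*Hoxc8*, a Hox gene of the thoracic trunk, was bright on the E11.5 arrays, with a signal of 937 in the wild-type and 1094 in *Hand2* NC. Its log2 change of 0.22 did not reach the 2-fold cutoff. The local spread was 0.14 over genes with its E11.5 signal, and 0.43 over genes with its mean signal on all 4 arrays, which is lower because *Hoxc8* was dim in E12.5 heads. It was read by 1 probe set. Of 26 Hox genes above the filter at E11.5, 3 were higher and 2 lower by more than the local spread of genes with their mean signal on all 4 arrays, and 8 and 4 by that of genes with their E11.5 signal, and their median log2 change was 0.08.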

Interestingly, some of the dysregulated genes in the E11.5 *Hand2*^*NC*^ mice are involved in the transformation of elements. In *Pbx1*-deficient mice, the NCC-derived bones of the second branchial arch were morphologically transformed into elements that were reminiscent of first arch-derived cartilage^40^. In *Hoxc8*-deficient mice, several skeletal segments were transformed into the likeness of more anterior ones^41^. At E12.5, Hand2-mediated signalling positively regulated the mandibular-specific expression of *Pitx1, Gsc, Alx3, Zeb2*, and *Pax9* and influenced the repression of *Lhx8, Irx5, Isl1,* and *Pou3f3* genes in the mandibular arch. Osterwalder *et al.* (2014) identified a set of Hand2-target regions in mouse embryonic tissues with Hand2 chromatin immunoprecipitation (ChIP)-qPCR analysis^24^, and showed that Hand2 chromatin complexes were enriched in the genomic landscape of the following transcription regulators: *Pbx1, Pitx1, Gsc, Alx3, Shox2, Pax3, Zeb2, Pax9, Lhx8, Irx5, Isl1, Pou3f3,* and *Hand1* (Gene Expression Omnibus #GSE55707). Hand2 may directly regulate some of the transcription factors that participate in craniofacial development. The premaxilla of *Hand2*^*NC*^ mutants remained with upper incisors, and the ectopic induction of transcription factors was not observed in the midline of the maxillary process, suggesting that the effects of *Hand2* were restricted to the maxillary prominences, except in the FNP. In *Hand2*^*NC*^ mutants, the environmental signals from the FNP ectodermal zone may competently respond to Hand2 signalling.

### Implications for human diseases

The homeobox transcription factors with altered regulation in *Hand2*^*NC*^ mutants are also important in the etiology of the Mendelian forms of syndromes. *Alx3, Gsc, Pax3, Pax9, Pitx1*, and *Zeb2*, the expression of which was positively regulated by Hand2-mediated signalling, are the disease genes of craniofacial syndromes (Supplementary Table S8). Among the craniofacial syndromes, auriculocondylar syndrome [Online Mendelian Inheritance in Man (OMIM) #602483 and #614669] is characterised by outer ear and mandible malformations that affect NCC development within the first and second branchial arches. Recent studies have found that patients with auriculocondylar syndrome have mutations in the genes, *EDN1*, *EDNRA1*, *PLCB4* and *GNAI3*, which function in the endothelin signalling pathway^42^,^43^,^44^; however, mutations in *HAND2* have not been identified in patients with auriculocondylar syndrome. Since the homeobox transcription factors with altered regulation in *Hand2*^*NC*^ mutants were also expressed in the palatal shelves, the mutations in genes downstream of Hand2 could also be associated with craniofacial syndromes with mandibular and/or palatal anomalies.

In summary, our analysis reveals that altered *Hand2* expression in the maxillary arch results in altered homeobox transcription factor regulation in the mandibular and maxillary processes and a transformation of the upper jaw into the lower jaw. The results of the present study also suggest that nested *Hand2* expression in the mandibular arch is necessary for palatogenesis. *Hand2* and *Hand1* genes might have had a central role in the coordination of oral morphogenesis that diverted the craniofacial shape noted in vertebrates and the transition between filter feeding and active predation by providing specific mandibular identity. Moreover, the modification of the Hand2 sequence may contain a specific code that contributed to the transition from jawless to jawed vertebrates. Integration of the molecular data will enhance the understanding of the morphogenetic program for mandibular and maxillary patterning.

## Methods

### Generation of *Hand2* and *Hand1*-mutant mice

The transgene vectors *CAG-lox-CAT-lox-Hand2-polyA* and *CAG-lox-CAT-lox-Hand1-polyA* were constructed and injected into fertilised eggs to generate the permanent transgenic lines *CAG-CAT Hand2*^*Tg/*+^ (Stock No. RBRC01366, RIKEN, Wako, Saitama, Japan) and *CAG-CAT Hand1*^*Tg/*+^ (Stock No. RBRC01369, RIKEN), respectively. *Hand2-LacZ*^45^, *Wnt1-Cre*^46^ (Stock No. 7807, The Jackson Laboratory, Bar Harbor, ME, USA), *Twist2-Cre* knock-in^26^,^47^ (Stock No. 8712, The Jackson Laboratory), and *KRT14-Cre*^48^ (Stock No. 4782, The Jackson Laboratory) mice have been previously described. For the conditional activation of *Hand2* or *Hand1*, we generated double-transgenic mice by intercrossing *CAG-floxed CAT-Hand2* or *-Hand1* with *Wnt1-Cre, Twist2-Cre*, or *KRT14-Cre* mice. Wild-type littermates were used as controls. All of the animal experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committees of the Tokyo Medical and Dental University and the University of Texas Southwestern Medical Center (Permit Number: 0160215A). All experiments were carried out in accordance with the approved guidelines.

### Histology and *in situ* hybridization

The embryos were fixed in 4% paraformaldehyde/phosphate buffered saline and embedded in paraffin. The sections were stained with hematoxylin & eosin (H&E). Whole-mount and section *in situ* hybridization was performed as described previously^11^,^28^. A probe for *Hand1* was generously provided by Eric N. Olson^49^. Other probes were prepared by reverse transcription (RT)-PCR. RT-PCR was performed as described previously^50^. The primers used for RT-PCR are listed in Supplementary Table S9.

### Ortholog identification

The Hand2 protein sequences of the following 10 vertebrates and 2 invertebrates were downloaded from the Ensembl Genome Browser (http://asia.ensembl.org/index.html): human, mouse, chicken, zebra finch, *Xenopus tropicalis*, medaka, stickleback, *Tetraodon*, cod, zebrafish, fruit fly, and *Caenorhabditis elegans*. The elephant shark proteome was obtained from the Elephant Shark Genome Project (http://esharkgenome.imcb.a-star.edu.sg)^5^. To identify the ortholog of the lamprey, a protein Basic Local Alignment Search Tool (BLAST) was run with default settings from the Japanese Lamprey Genome Project (http://jlampreygenome.imcb.a-star.edu.sg). The BLAST analysis of the amino-acid sequences of the mouse Hand proteins against the entire lamprey genome revealed no appreciable identity to any of the sequences except for *JL1799*. ClustalW (http://www.genome.jp/tools/clustalw) and Ensembl were used to create multiple sequence alignments of Hand2 and the rooted phylogenetic trees of the Hand proteins.

### Skeletal staining, β-galactosidase staining, and whole-mount ALP staining

Alizarin red and alcian blue staining, β-galactosidase staining, and whole-mount ALP staining were performed as described previously^11^,^28^. The representative pictures from each group (n = 3) were shown.

### Microarray and gene ontology analysis

Total RNA was extracted either from wild-type or *Hand2*^*NC*^ embryos with TRIzol (Thermo Fisher Scientific Inc., Waltham, MA, USA) and a RNeasy Mini Kit (QIAGEN GmbH, Hilden, Germany) and subsequently pooled prior to analysis. For each RNA sample, the concentration and purity were measured with a NanoDrop ND-1000 spectrometer, and the quality was then checked with 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). The microarray analysis was performed by the KURABO Bio-Medical Department with the GeneChip Mouse Genome 430 2.0 Array (Affymetrix, Inc., Santa Clara, CA, USA). A gene ontology analysis was performed with the PANTHER database (http://pantherdb.org). Only biological processes with significant (*P* < 0.05) enrichment were used to examine molecular function. To elucidate the molecular pathogenesis of genes, genetic diseases in humans and genetically engineered mice were investigated with the OMIM program (http://omim.org) and Mouse Genome Informatics program (http://www.informatics.jax.org), respectively.

## Additional Information

**How to cite this article**: Funato, N. *et al.* Specification of jaw identity by the Hand2 transcription factor. *Sci. Rep.* **6**, 28405; doi: 10.1038/srep28405 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
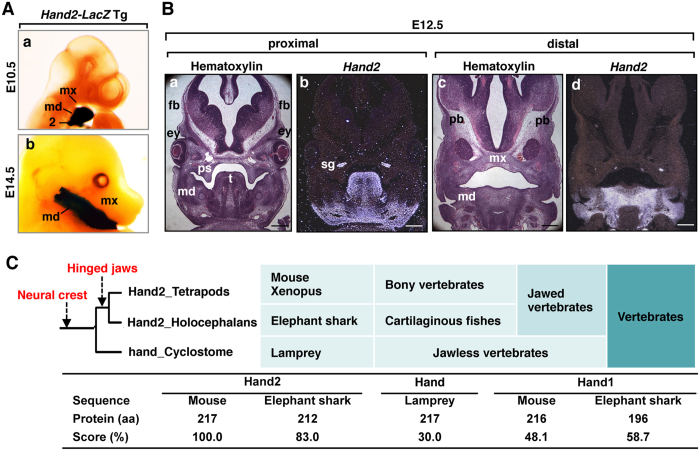
Nested expression of *Hand2* in the mandibular arch. (**A**) Whole-mount β-galactosidase staining of *Hand2-LacZ* transgenic embryos at embryonic day (E) 10.5 (a) and E14.5 (b). md, mandibular arch; mx, maxillary arch; 2, the second branchial arch. (**B**) *Hand2* (b,d) was detected by *in situ* hybridization on coronal sections from the wild-type head at E12.5. Adjacent control sections are stained with hematoxylin (a,c). *Hand2* expression is nested in the mandibular process (md). mx, maxillary process; fb, frontal bone; ps, palatal shelf; t, tongue; pb, parietal bone; sg, sympathetic ganglion. Scale bars: 300 μm. (**C**) Genetic events and phylogeny of the Hand2 coding sequences.

**Figure 2:**
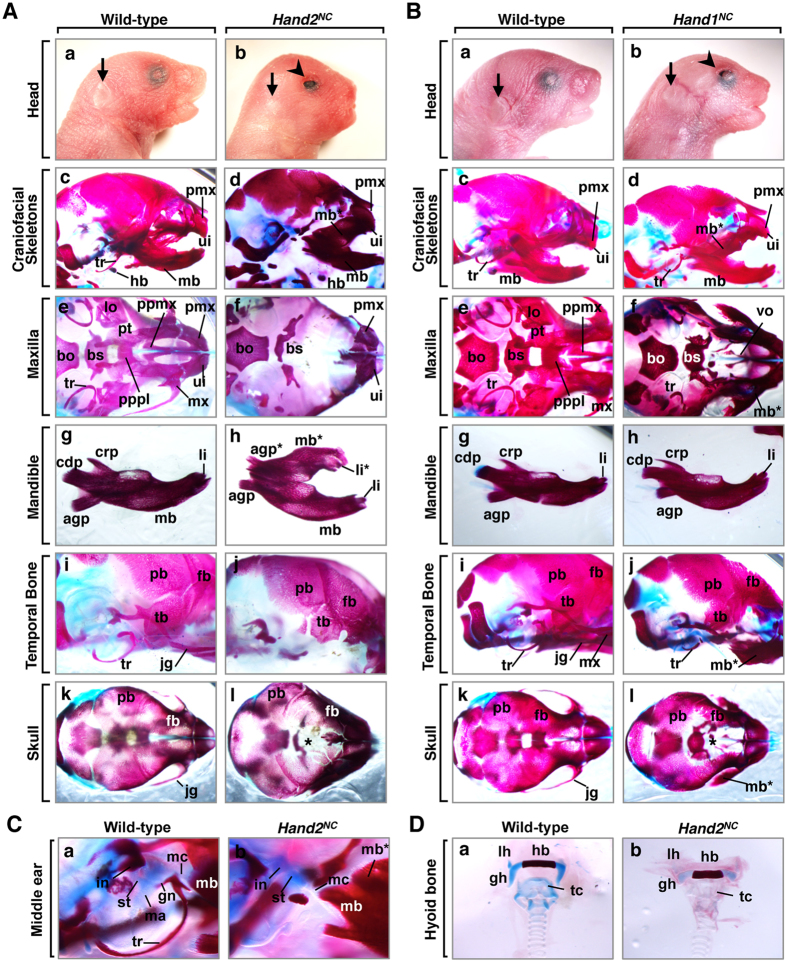
Patterning defects in neural crest-specific *Hand2*- and *Hand1-*induced mutants. (**A**) Phenotypic analysis of *Hand2*^*CAT/*+^*; Wnt1-Cre* (*Hand2*^*NC*^) mice. (a,b) Facial appearance of postnatal day (P) 1 wild-type (a) and *Hand2*^*NC*^ (b) mice. *Hand2*^*NC*^ mutants (b) exhibit brachycephaly, eyelid colobomas (arrowhead in b), and small pinna (arrow in b). (c–l) Alizarin red (mineralised bone) and alcian blue (cartilage) staining of P1 wild-type (c,e,g,i,k) and *Hand2*^*NC*^ (d,f,h,j,l) mice. *Hand2*^*NC*^ mutants demonstrate the transformation of the maxilla (mx) into a duplicated mandibular bone (mb*), which appears as a mirror image of the mandibular bone (mb). Hypoplasia of the frontal bones (fb) and frontal foramina (asterisk) are observed in the skull vault of *Hand2*^*NC*^ mutants (l). (**B**) Phenotypic analysis of *Hand1*^*CAT/*+^*; Wnt1-Cre* (*Hand1*^*NC*^) mice. (a,b) Facial appearance of P1 wild-type (a) and *Hand1*^*NC*^ (b) mice. *Hand1*^*NC*^ mutants (b) exhibit brachycephaly, eyelid colobomas (arrowhead in b), and small pinna (arrow in b). (c–l) Bone staining of P1 wild-type (c,e,g,i,k) and *Hand1*^*NC*^ (d,f,h,j,l) mice. *Hand1*^*NC*^ mutants have a partially duplicated mandible (mb*). Hypoplasia of the frontal bones (fb) and frontal foramina (asterisk) are observed in the skull vault of *Hand1*^*NC*^ mutants (l). (**C**) The middle ear phenotype of P1 wild-type (a) and *Hand2*^*NC*^ (b) mice. In wild-type mice (a), the malleus (ma), incus (in), stapes (st), gonial bone (gn), tympanic ring (tr), and Meckel’s cartilage (mc) are observed. In *Hand2*^*NC*^ mutants, the malleus, gonial bone, and tympanic ring are absent or hypomorphic. (**D**) The hyoid bone phenotype of P1 wild-type (a) and *Hand2*^*NC*^ (b) mice. The ossification of the hyoid bones is hypoplastic in *Hand2*^*NC*^ mutants. mx, maxilla; mb*, duplicated mandibular bone; mb, mandibular bone; fb, frontal bone; tr, tympanic ring; lo, lamina obturans; jg, jugal bones; tb, temporal bone; bs, basisphenoid bone; ui, upper incisors; li, lower incisors; li*, duplicated lower incisors; bo, basioccipital bone; pmx, premaxilla; hb, hyoid bone; pt, pterygoid; ppmx, palatal process of maxilla; pppl, palatal process of palatine; agp, angular process; crp, coronoid process; cdp, condylar process; pb, parietal bone; vo, vomer; hy, hyoid bone, with lesser (lh) and greater (gh) horns; tc, thyroid cartilage.

**Figure 3:**
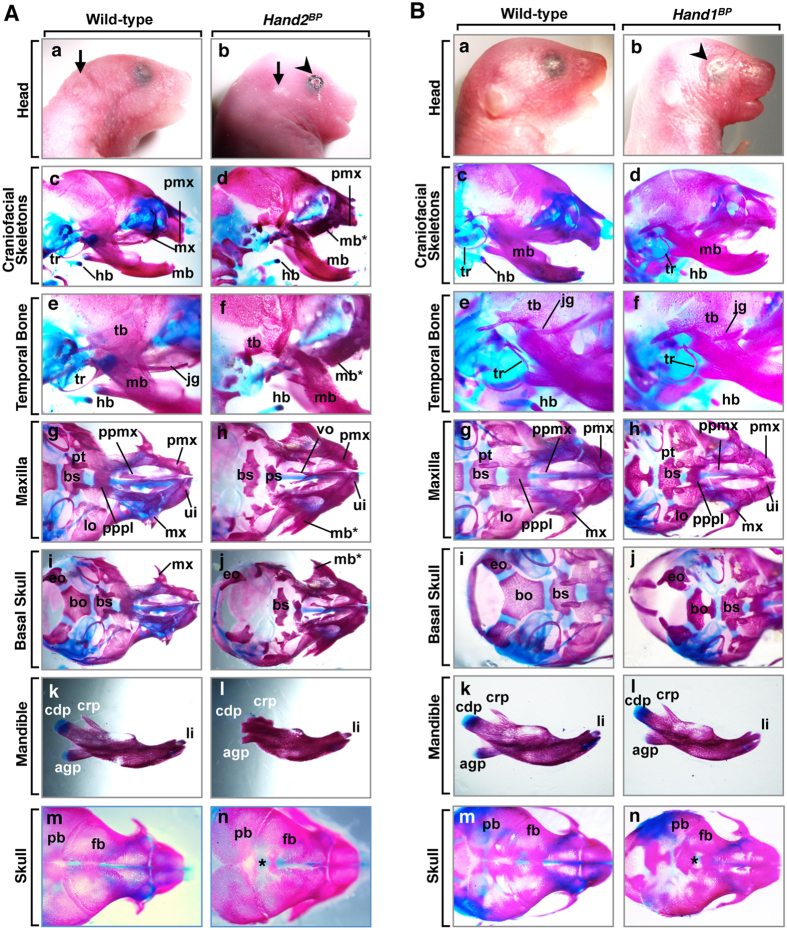
Craniofacial dysmorphism resulting from conditional activation of *Hand2* or *Hand1* by *Twist2-Cre.* (**A**) Phenotypic analysis of *Hand2*^*BP*^ mice. (a,b) Facial appearance of P1 wild-type (a) and *Hand2*^*BP*^ (b) mice. The *Hand2*^*BP*^ mutant exhibits brachycephaly, eyelid colobomas (arrowhead), and small pinna (arrow) (b). (c–n) Alizarin red and alcian blue staining of P1 wild-type and *Hand2*^*BP*^ mice, as indicated. *Hand2*^*BP*^ mutants show partial maxilla-to-mandible transformation (d,f,h,j). The tympanic ring (tr), jugal bone (jg), and basioccipital bone (bo) are aplastic in *Hand2*^*BP*^ mutants (f,j). The condylar processes and temporal bone (tb) of *Hand2*^*BP*^ mutant are severely hypoplastic (l). Hypoplasia of the frontal bones (fb) and open frontal foramina (asterisk) are observed in the skull vault of *Hand2*^*BP*^ mutants (n). (**B**) Phenotypic analysis of *Hand1*^*BP*^ mice. (a,b) Facial appearance of the P1 wild-type (a) and *Hand1*^*BP*^ (b) mice. *Hand1*^*BP*^ mutant (b) exhibits brachycephaly and eyelid colobomas (an arrowhead). (c-n) Alizarin red and alcian blue staining of P1 wild-type and *Hand1*^*BP*^ mice, as indicated. The pterygoid bone (pt), basisphenoid bone (bs), and basioccipital bone (bo) of *Hand1*^*BP*^ mutants are hypoplastic (h,j). Hypoplasia of the frontal bones (fb) and open frontal foramina (asterisk) are observed in the skull vault of *Hand1*^*BP*^ mutant (n). li, lower incisor; ui, upper incisor; pmx, premaxilla; pt, pterygoid; lo, lamina obturans; ppmx, palatal process of maxilla; pppl, palatal process of palatine; vo, vomer; eo, exoccipital bone; agp, angular process; crp, coronoid process; cdp, condylar process; pb, parietal bone.

**Figure 4:**
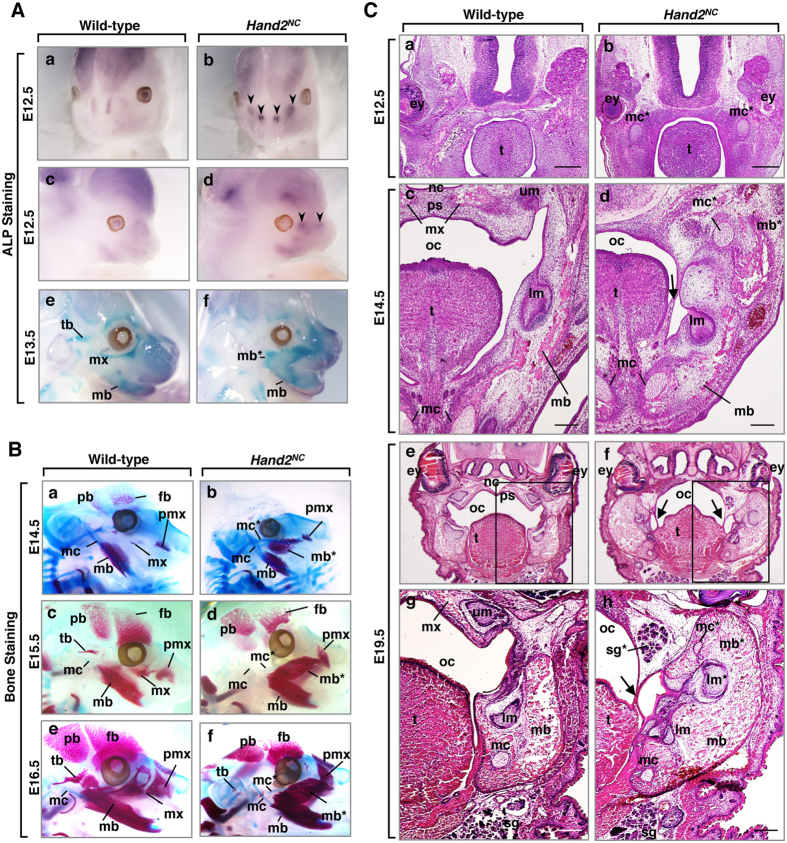
Morphological transformation of the maxillary to mandibular process in *Hand2*^*NC*^ mutants. (**A**) Whole-mount alkaline phosphatase (ALP) staining of E12.5 (a–d) and E13.5 (e,f) wild-type (a,c,e) and *Hand2*^*NC*^ (b,d,f) embryos. The arrowheads indicate the changes in ALP expression (b,d). (**B**) Skeletal preparations at E14.5 (a,b), E15.5 (c,d), and E16.5 (e,f) from wild-type (a,c,e) and *Hand2*^*NC*^ (b,d,f) embryos. The mutant maxilla (mx) is transformed to duplicated mandibular bone primordium (mb*) and is associated with the duplicated Meckel’s cartilage (mc*). The delayed ossification of the temporal bones (tb) and fontal bones (fb) are observed in *Hand2*^*NC*^ mutants (b,d,f). (***C***) Hematoxylin and eosin (H&E)-stained coronal sections of E12.5 (a,b), E14.5 (c,d), and E19.5 (e–h) wild-type (a,c,e,g) and *Hand2*^*NC*^ (b,d,f,h) heads. In *Hand2*^*NC*^ mutants, duplicated Meckel’s cartilages (mc*) are observed in the maxillary region (b,d,h). The palatal shelves (ps) are missing, and the original mandible is fused to the duplicated mandible by connective tissue strings (arrows in d,f,h). At E19.5, *Hand2*^*NC*^ mutants exhibit ectopic salivary glands (sg*) in the maxillary region and a second set of lower molars (lm*) in the duplicated mandible (mb*) (h). Scale bars: 300 μm (a,b), 200 μm (c,d,g,h). mx, maxilla; mb, mandibular bone; tb, temporal bone; mc, Meckel’s cartilage; fb, frontal bone; pb, parietal bone; pmx, premaxilla; ey, eye; oc, oral cavity; sg, salivary glands; lm, lower molar; um, upper molar; t, tongue. An asterisk indicates a duplicate.

**Figure 5:**
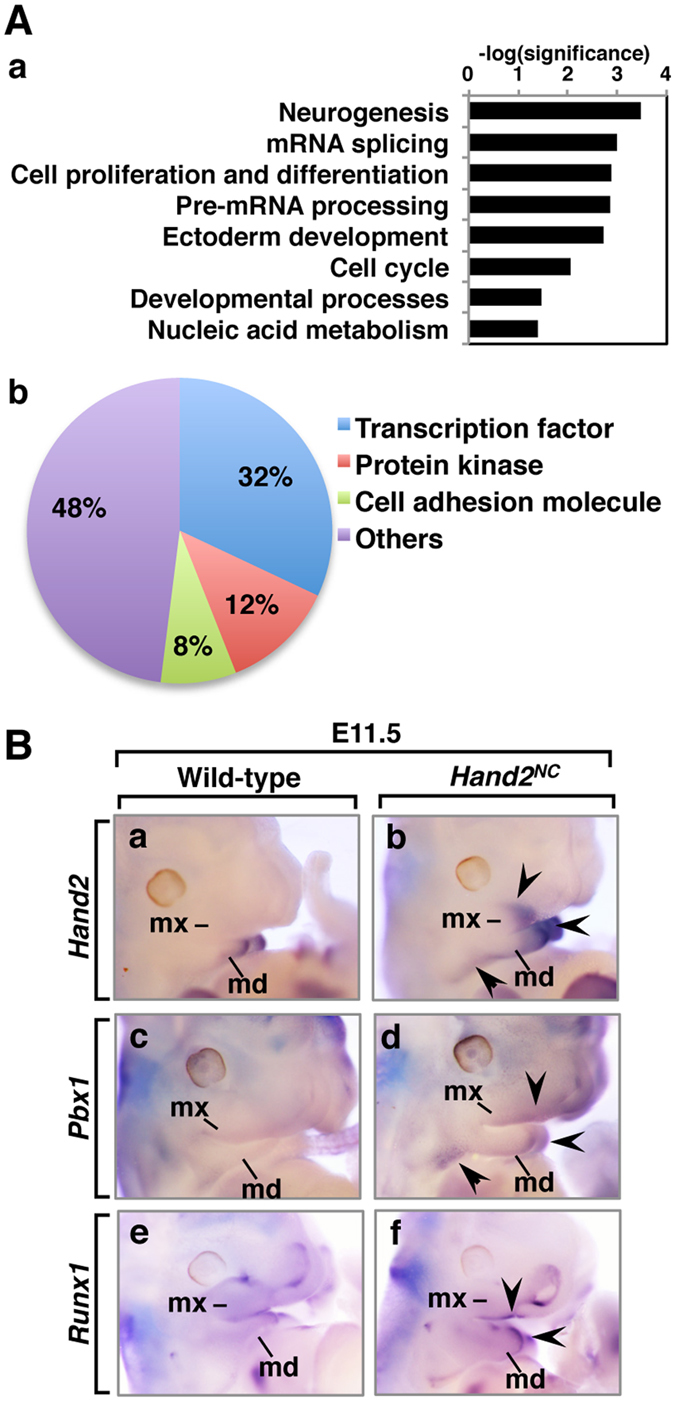
Aberrant gene expression resulting from the altered expression of *Hand2.* (**A**) Affinity GeneChip array analysis of wild-type and *Hand2*^*NC*^ heads at E11.5. Gene ontology analysis was performed with the PANTHER classification system (n = 4 per genotype). (a) Significantly (*P* < 0.05) enriched biological processes are shown. (b) The prominent molecular function in the developmental processes is the transcription factor (*P* = 0.00016). (**B**) The expression patterns of the genes that are upregulated in the *Hand2*^*NC*^ maxillary and mandibular processes at E11.5. Lateral views of wild-type (a,c,e) and *Hand2*^*NC*^ (b,d,f) embryos that were processed by whole-mount *in situ* hybridization. Arrowheads indicate changes in gene expression. md, mandibular arch; mx, maxillary arch.

**Figure 6:**
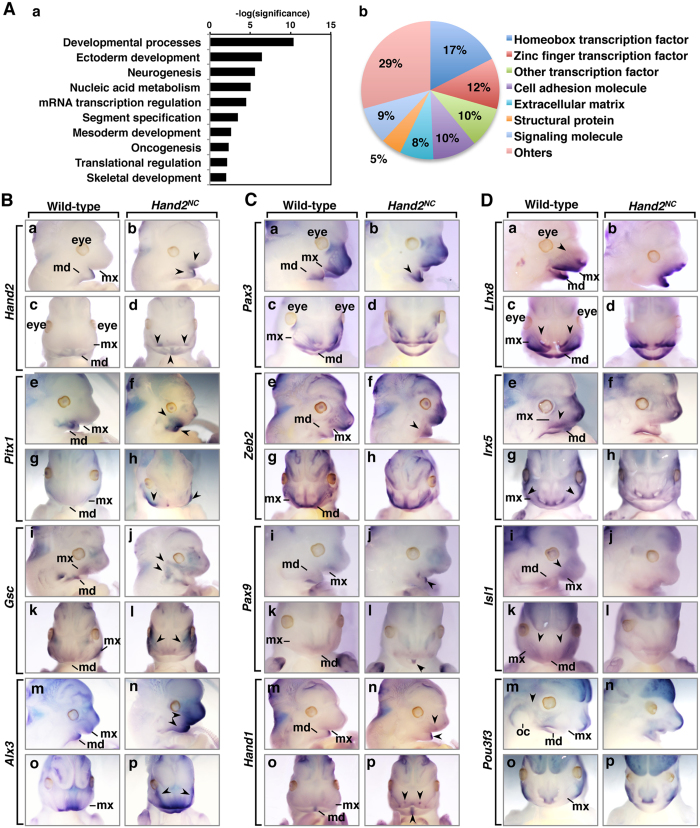
Hand2-regulated expression of homeobox transcription factors. (**A**) Affinity GeneChip array analysis of wild-type and *Hand2*^*NC*^ heads at E12.5 (n = 3 per genotype). Gene ontology analysis was performed with the PANTHER classification system. (a) Significantly (*P* < 0.05) enriched biological processes are shown. (b) The prominent molecular function in the developmental processes is the homeobox transcription factor (*P* = 8.1 × 10^−17^). (**B–D**) The expression patterns of the genes that are dysregulated in the *Hand2*^*NC*^ maxillary and mandibular processes at E12.5. Lateral (upper panels) and frontal (lower panels) views of wild-type and *Hand2*^*NC*^ embryos processed by whole-mount *in situ* hybridization, as indicated. Arrowheads indicate the changes in gene expression. md, mandibular process; mx, maxillary process; oc, otic capsule.

**Figure 7:**
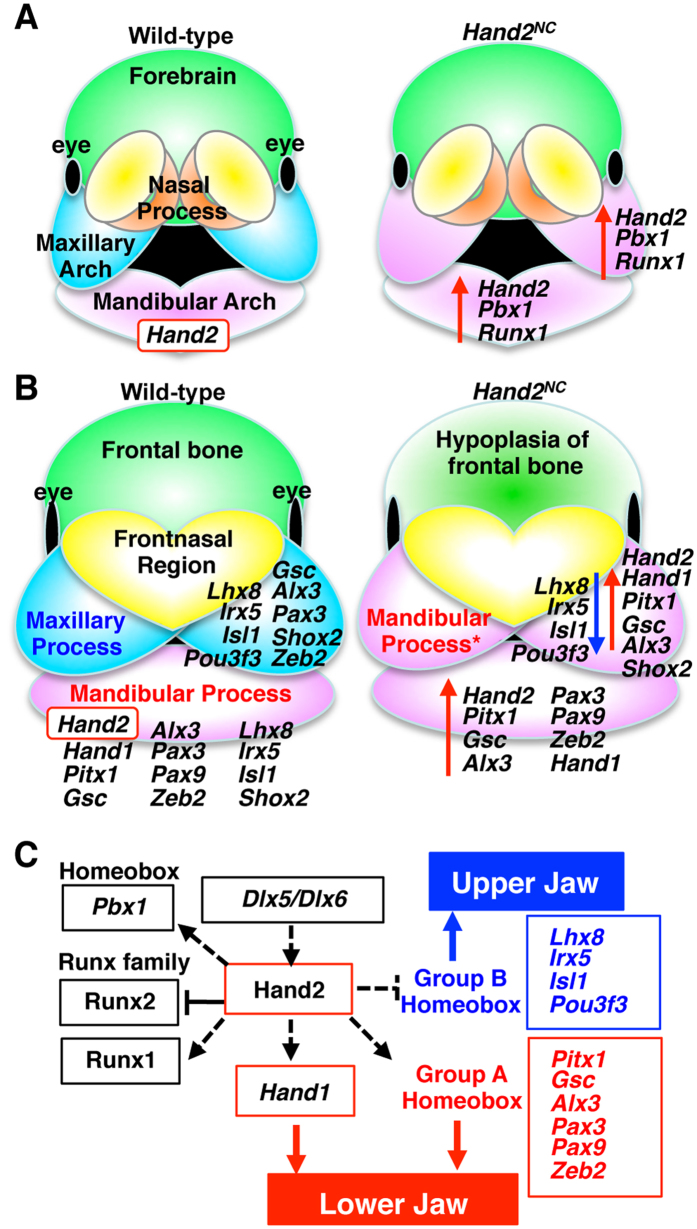
The putative networks governed by Hand2 in the branchial arch. (**A,B**) Schematic presentation of the transcription factor expression that is affected by altered *Hand2* expression in the neural crest-derived cells at E11.5 (A) and E12.5 (B). The red arrows indicate upregulation, and the blue arrow indicates downregulation in the *Hand2*^*NC*^ mutants compared with the wild-type. The nested expression of *Hand2* in the mandibular process regulates jaw patterning by controlling the homeobox transcription factors. An asterisk indicates a duplicate. (**C**) Model of the putative transcriptional regulation of mandibular identity by Hand2. Dlx5 and Dlx6 activate *Hand2* expression distally^15^,^16^,^33^. Hand2 induces and/or maintains Group A and represses Group B homeobox transcription factors in the mandibular process. Presumably, the Group A homeobox transcription factors are involved in lower jaw identity, whereas the Group B homeobox transcription factors promote upper jaw development. The solid lines indicate direct interactions, whereas the dashed lines indicate genetic interactions.

How the deposited data were processed for this re-analysis (not part of the article)

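Gene expression was measured on 4 Affymetrix GeneChip mouse genome arrays with 1 colour, 1 each for wild-type and *Hand2* NC at E11.5 and at E12.5. The methods state that RNA was pooled before the analysis, and the legends give n = 4 per genotype at E11.5 and n = 3 at E12.5. Each condition thus has 1 array, and the number of arrays limits the precision: no p-value across genes was computed, and no difference has a replicate check. The deposited values are intensity values on a linear scale, made by the authors with MAS5, which the submitters' processing notes name without a version. They hold 1 signal for each of 45101 probe sets, 64 of them controls, with no detection calls. The 2% trimmed mean of the deposited signals was 498 on each array. The arrays' columns all matched a sample, and none was left over.

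Control probe sets were left out of the scaling, the filter and the counts. Each array was scaled to a 2% trimmed mean of 500 and log2 was taken. Probe sets were named from the platform annotation, updated through gene identifiers in a RefSeq gene table (GRCm38.p6), used only for names and for which genes neighbour each other. Of 45037 probe sets, 34945 have 1 gene symbol, 932 have several and 9160 have none, and those with several or none were not used for genes. This gave 18193 genes. For 34741 probe sets the gene identifier was in the RefSeq table, and 0 symbols changed. Of 32 genes that the paper names for these arrays, 27 have a named probe set; the others were not analysed here. A gene's value is that of its probe set with the highest mean log2 signal over the 4 arrays. A gene was kept at a stage when the brighter array lay at or above that array's median (50th percentile), and it was counted when it changed at least 2-fold. The paper's text gives the 2-fold cutoff but names no filter and no rule for several probe sets of a gene.

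Gene lists for tissues, cell types and pathways, the settings below and the rule for genes to name were fixed before the data were examined. That rule takes the genes the paper names, the 10 largest rises and falls at each stage, genes past the cutoff the same way at both stages, and up to 4 members of a list past the cutoff. Examples of list members within the cutoff, and *H2az2*, *Kdm6a*, *Eif2s3x*, *Kdm5c* and *Ddx3x*, were chosen after their values were seen. A list's median was set among the medians of 10000 random lists of the same size, each member drawn from the same 1 of 20 bins of mean signal over the 4 arrays, which describes these arrays only. Transcription factors were counted by the family name in the gene symbol, which misses factors without such a name. The local spread of a gene is the robust standard deviation of the log2 change over the 500 genes nearest in mean signal over the 4 arrays; it holds measurement error and real change together.

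The counting and the list percentile were tested on simulated data, in which the *Hand2* NC array was drawn from the wild-type one with the local spread. At E11.5, 94 of 100 genes planted with a 2.5-fold change and 99 of 99 with a 4-fold change that were above the filter were called, and of 11782 unchanged genes 121 (1.03%) were called. At E12.5, 95 of 98 and 100 of 100 were called, and 120 of 11653 unchanged genes. These rates lie above the 0.446% and 0.398% of genes past the cutoff on the real arrays at the 2 stages. The simulation, whose spread holds real change too, thus called a larger share of genes than the data did. Its rates cannot show what share of the real calls is spread. The counts by themselves are not shown to part changed genes from spread.

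The alternatives were the deposited values unscaled, median centring, quantile normalization within a stage, a loess fit on the mean signal (span 0.3), no filter, both arrays at or above their median, the brighter array at or above its 75th percentile, dim values raised to the array median, a call from any probe set, the mean over probe sets, leaving out probe sets that may bind several transcripts, and probe sets in place of genes. Leaving out genes on X and Y, all settings for the count of transcription factors, and matching and local spread on the signal of a stage's own 2 arrays were added after the data were seen. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The ontology database and the supplementary tables of the paper were not used here.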

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

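All tests of explanations in this part were chosen after the results were seen. Genes were listed here when their signals differ between genotypes outside the genes the paper discusses, or when they move opposite ways at E11.5 and E12.5.

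The Y-linked genes *Uty* (-7.65), *Kdm5d* (-6.28) and *Eif2s3y* (-6.06, log2 change) were nearly absent from the *Hand2* NC heads at E12.5, where *Xist* was higher (0.85). With dim values raised to the array median *Uty* had -1.98, *Kdm5d* -2.73 and *Eif2s3y* -3.23. The sizes and order of these falls thus rest on dim signals, but all stayed past the cutoff. Scaling of the arrays is argued against, since under 4 other scalings the median of the 3 Y-linked genes was at most -6.22. An effect of the genotype on Y-linked genes at both stages is argued against too, because their median at E11.5 was 0.022. A difference in the sex makeup of the pools would raise X-linked genes that escape inactivation. *Kdm6a*, *Eif2s3x*, *Kdm5c* and *Ddx3x* had a median of 0.25 but were chosen after their values were seen. The 4 further ones (*5530601H04Rik*, *Pbdc1*, *Jpx* and *Ftx*) had a median of 0.15, within their median local spread of 0.17. *Pbdc1* (0.29 at a spread of 0.09) and *5530601H04Rik* (0.19 at 0.15) were higher by more than their spread. *Jpx* (-0.01) and *Ftx* (0.11) were not, so these 4 genes as a set do not decide it. The other *Xist* probe sets, with 1.12 and 1.00, were higher too. A candidate explanation that stays open is that the pool of *Hand2* NC heads held few or no males while the wild-type pool held both sexes; the sexes are not given in the sources used here, and sex and genotype would then be mixed at E12.5.

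*H2az2*, which encodes a histone variant and is one of the brightest genes on the arrays, was lower in *Hand2* NC at E11.5 (-0.81) and at E12.5 (-0.74), and its second probe set was lower at both stages (-0.97 and -0.73). The gene was chosen for its difference by the brighter probe set, and the second one, which played no part in that choice, was lower by at least 4.26 times its local spread at both stages, which argues against measurement spread. The log2 change of -0.81 at E11.5 argues against a lack of males, because there none of the 3 Y-linked genes was lower by more than its local spread, *Uty* was higher (0.59) and *Xist* was lower (-0.18). A change of the whole region is argued against by 31 neighbouring genes, whose median of the mean change of both stages was -0.019. The gene table lists the *Wnt1-Cre* transgene among the names of *H2az2*, and *Hand2* NC embryos carry *Wnt1-Cre* while wild-type embryos do not. Loss of 1 of 2 copies to the insertion of that transgene stays open as a hypothesis without a test. By the brightest probe set the signal left was 57.0% at E11.5 and 59.8% at E12.5, above the 50% of a single copy by more than the local spread. The second probe set lay within its local spread of 50% at E11.5. At E12.5 it lay above 50% by more than its local spread of 0.17. These shares are the difference itself. Copy loss cannot be told apart from an effect of *Hand2*, because *Cre* without the *Hand2* transgene was not measured.

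The brightest and second brightest probe sets of *Hand2* differed in their log2 changes by 2.19 at E11.5 and 3.90 at E12.5. The dimmest one lay below the filter at both stages. The smaller rise of the second brightest probe set was 6.97 times the local spread, which argues against measurement spread as the source of that rise. A bright probe set that binds a part of the messenger RNA outside the transgene is a candidate explanation and cannot be told apart from others by the difference of 2.19, because the probe sequences and the transgene's ends were not used here.

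*Myf5* was higher at both stages (log2 change 1.13 at E11.5 and 1.13 at E12.5), and *Lca5l* was lower at both by its brightest probe set (-1.05 and -1.61). Its other probe set, below the filter, had 0.52 and 0.73, and *Lca5l* did not pass the cutoff at both stages with the mean over probe sets. With dim values raised to the array median *Myf5* kept 1.13 at E11.5 but had 0.74 at E12.5, within the cutoff. *Lca5l* had -0.64 and -0.20 with that setting. *Runx1* was higher at E11.5 (0.88) and lower at E12.5 (-0.66) by its brightest probe set, a difference between stages that was not tested. *Runx1* had 0.05 and -0.27 from the mean over its probe sets, and 0.59 and -0.26 with dim values raised to the array median. *Tmem52* was lower at E11.5 (-0.75) and higher at E12.5 (2.68), also untested.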

How the results depend on the processing

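Counts of genes past the 2-fold cutoff depended on the filter for dim probe sets and on the rule for several probe sets of a gene, and the settings for transcription factors were chosen after the data were seen. The 4 counts, reported as 21 higher and 32 lower at E11.5 and 24 higher and 23 lower at E12.5, became 887, 1285, 1194 and 1105 with no filter on dim probe sets. They became 7, 2, 4 and 6 with both arrays at or above their median, 2, 1, 2 and 5 with the brighter array at or above its 75th percentile, and 7, 3, 4 and 10 with dim values raised to the array median. Called from any probe set of the gene they were 70, 70, 63 and 87, from the mean over the gene's probe sets 70, 102, 104 and 99, and with probe sets in place of genes 102, 80, 89 and 117. Signal close to background thus limits these counts, and the cause beyond the settings' own construction was not tested. The scalings and the removal of ambiguous probe sets kept each count within 1.5 times. The scalings left the reported calls shared in full except for 6 of the 21 genes higher at E11.5 with median centring, 3 with quantile normalization, 4 with loess, and 2, 2 and 1 of the 23 genes lower at E12.5. Without ambiguous probe sets fewer genes were shared, 14 of the 21, 23 of the 32, 18 of the 24 and 20 of the 23. From the mean over probe sets 7, 14, 16 and 11 were shared.

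Homeobox genes outside the Hox clusters past the cutoff, 0 at E11.5 and 1 at E12.5 as reported, were 1 at E11.5 with median centring, 1 with quantile normalization and 1 with loess. With no filter they were 17 and 15, from any probe set 2 and 3, and from the mean of probe sets 3 and 4. With the 75th percentile filter 0 were left at E12.5. Genes past the cutoff the same way at both stages, 2 as reported, were 494 with no filter, 8 from any probe set and 14 from the mean, and 0 with both arrays at or above their median, 0 with the 75th percentile filter and 0 with dim values raised. Transcription factors by family name, 1 at E11.5 and 8 at E12.5 as reported, were 2 at E11.5 with median centring, 2 with quantile normalization and 2 with loess. They were 56 and 85 with no filter, 6 and 16 from any probe set and 10 and 23 from the mean. With both arrays at or above their median they were 0 and 4, with the 75th percentile filter 0 and 2, and with dim values raised 0 and 5.

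The median log2 change of homeobox genes outside the Hox clusters at E11.5, 0.00 as reported, was -0.055 with median centring and -0.033 from the mean of probe sets. At E12.5, -0.04 as reported, it was 0.016 with median centring, -0.072 with the 75th percentile filter, -0.068 from any probe set, -0.076 from the mean and -0.073 without ambiguous probe sets. For neuronal differentiation at E11.5 it was -0.037 with median centring. From the mean of probe sets, the E12.5 median was -0.24 for the genes with raised *in situ* signal in the mandible and -0.36 for those with reduced signal in the maxilla. The latter includes *Pou3f3* at -2.56, a mean that rests on a dim probe set below the filter. Median centring shifts all genes of a stage alike, and the cause of the other shifts was not tested. Matching random lists on the signal of a stage's own arrays, added after the data were seen, moved 0 of 64 list medians into or out of the outer 5% of random lists.

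Of the named genes past the cutoff, these turned sign. At E11.5, *Agtrap* had -3.12 from any probe set and -0.76 from the mean, *Cyp2d13* 0.0049 and *Lrch4* 0.038 with dim values raised, *Dhx38* 0.36 without ambiguous probe sets, *Srd5a3* 0.054 from the mean and 0.33 without ambiguous probe sets, and *Trpm3* 0.54 from the mean. At E12.5, *Acrbp* had -0.11 and *Esrrb* -0.12 without ambiguous probe sets, *Cd160* -0.030 with dim values raised and *Nfatc2* 0.44 from the mean. The sex-linked list at E12.5 turned to 0.85 with both arrays at or above their median, which leaves *Xist* alone. Of all other values of named genes under an alternative, 998 moved by less than the local spread and 104 by more without a called sign turning.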

Differences from the paper's values

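The paper counts 51 genes downregulated at E11.5, and 32 were at least 2-fold lower here. Of the alternatives set before the data were examined, median centring (37), quantile normalization (36), loess (36) and a call from any probe set (70) came within 1.5 times of the paper's count. The deposited values (32), no filter (1285), both arrays at or above their median (2), the 75th percentile filter (1), dim values raised to the array median (3), the mean over probe sets (102), leaving out ambiguous probe sets (28) and probe sets in place of genes (80) did not. For the paper's 17 genes upregulated at E11.5 the count here was 21, and 17 with loess.

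At E12.5 the paper counts 61 genes upregulated and 84 downregulated, and 24 and 23 passed the same 2-fold cutoff here. Calling a gene from any of its probe sets gave 63 and 87, and probe sets in place of genes gave 89 and 117, both within 1.5 times of the paper's counts. The mean over probe sets gave 104 higher, which is not, and 99 lower, which is. The other alternatives were not: the deposited values gave 24 and 23, median centring 33 and 21, quantile normalization 31 and 21, loess 31 and 22, no filter 1194 and 1105, both arrays at or above their median 4 and 6, the 75th percentile filter 2 and 5, dim values raised 4 and 10, and leaving out ambiguous probe sets 23 and 29. A call from any probe set, which comes nearest to the paper at E12.5, gave 70 genes higher at E11.5, where the paper counts 17. Leaving out genes on X and Y, chosen after seeing the values, gave 23 and 20. The paper states the 2-fold cutoff; its text names no filter and no rule for probe sets.

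The paper includes *Hand2* among the upregulated genes at both stages. By its brightest probe set the log2 change here was 0.04 and 0.50, and *Hand2* passed the cutoff when called from any probe set (2.23 and 4.40), and at E12.5 also from the mean over its probe sets (1.44). The paper states that *Smr2* was upregulated at E12.5. Its brightest probe set had -0.28 here and lay below the signal filter, and 1 of 3 probe sets had 2.10.

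In the paper most of the dysregulated developmental genes at E11.5 encode transcription factors; here 1 of 53 genes past the cutoff had such a family name, over all genes and not developmental ones alone, and the name rule misses *Myf5* and *Utf1*. At E12.5 the paper names homeobox factors as the prominent class among dysregulated genes, a share of developmental genes that was not rebuilt. Here *Gsc*, 1 of 97 homeobox genes outside the Hox clusters, and *Hoxd1* passed the cutoff. *Zeb2*, *Pax3* and *Pax9*, for which the paper describes raised *in situ* signal in the mandibular process, had log2 changes of -0.09, -0.09 and -0.22 in whole heads, and *Zeb2* passed the cutoff downward when called from any probe set (-1.05). *Isl1*, described as less intense in the maxillary process, had 0.11, while *Irx5*, *Lhx8* and *Pou3f3* had -0.47, -0.26 and -0.13, *Pitx1* had 0.85 and *Gsc* had 1.03. *Pou3f3* passed the cutoff from the mean over its probe sets (-2.56).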

Other observations

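Genes of the dorsal (maxillary) arch program had lower signals in *Hand2* NC heads at E12.5. Of 10 above the filter 6 were lower by more than the local spread and 0 higher, among them *Nr2f1* (-0.20), *Nr2f2* (-0.17), *Irx3* (-0.18) and *Sim2* (-0.43), and the median of -0.15 was lower than in all but 0.12% of 10000 random lists and was -0.09 with median centring. At E11.5 the median of the 10 was 0.06, higher than in 91.5% of random lists, and 0.0042 with median centring. The list shares *Irx5* and *Pou3f3* with genes the study followed. Ventral (mandibular) arch genes went both ways at E12.5. *Gsc* (1.03), *Pitx1* (0.85), *Bmp4* (0.31) and *Edn1* (0.43) were higher, while *Dlx6* (-0.46), *Rgs5* (-0.33), *Bmp7* (-0.29), *Msx1* (-0.24) and *Msx2* (-0.21) were lower, and the median of the 12, -0.17, was lower than in all but 1.68% of random lists, with 0.04 from the mean over probe sets. Because ventral members went both ways and their median changed sign with that setting, that median cannot decide whether the lower dorsal signals were particular. The arrays measured whole heads, where neuronal differentiation genes were lower too (median -0.11), while neural progenitor genes had a median of -0.02. Whether the lower dorsal signals come from the arches or from other tissue of the head was not tested. Genes of hypoxia and glycolysis had a median of 0.15, higher than in 99.99% of random lists, with 5 of 11 higher by more than the local spread, among them *Egln3* (0.36), *Ldha* (0.19) and *Aldoa* (0.16), and *Ndrg1* lower (-0.25). Of 25 cell cycle genes 10 were higher and 2 lower by more than the local spread, *Mcm2* (0.25) and *Cdk1* (0.19) being higher and the cell cycle inhibitor *Cdkn1a* (-0.54) lower. At E11.5 both lists had 1 gene higher and 5 lower by more than the local spread. *Cdk1* had -0.22, *Ldha* -0.12 and *Aldoa* -0.17. The E11.5 median was -0.03 for the cell cycle, higher than in 56.6% of random lists. For hypoxia and glycolysis it was -0.09, higher than in 16.4%. All of these differences are small, and the E12.5 arrays also differ in Y-linked and erythroid signal. The gene lists were fixed in advance, and the comparisons in this part were chosen after the results were seen.

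At E11.5, 16 epithelial genes had a median of -0.11, lower than in all but 2.21% of random lists, with *Krt17* at -0.78, *Krt8* at -0.30 and *Epcam* at -0.24. Skeletal muscle genes had a median of 0.13, higher than in 98.7% of random lists, with *Myf5* past the cutoff and *Ttn* at 0.32. At E12.5 the median of this list was 0.10, higher than in 95.4% of random lists. There 6 of its genes were higher and 1 lower by more than the local spread, and *Ttn* was at -0.41. Neural crest and cranial mesenchyme genes had medians of -0.02 at E11.5 and -0.01 at E12.5, in the middle of the random lists (36.0% and 37.0% below).

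Taken over all genes the changes at the 2 stages were nearly uncorrelated, while some single genes moved the same way at both. Most genes changed little and the tissue labels differ between stages, so this does not show that effects of the genotype are unrelated. Over 11453 genes above the filter at both, the correlation of the log2 changes was -0.01 (Pearson) and -0.04 (Spearman), across genes that are not independent replicates. Of genes with log2 changes of at least 0.5 at both stages, 35 went the same way and 26 opposite ways. *Myf5* was the gene at least 2-fold higher at both stages and *Lca5l*, by its brightest probe set, the gene lower at both. Neither passed the cutoff at both stages with dim values raised to the array median. Independent lists would share 0.0223 and 0.0183 genes if all genes were equally likely to pass the cutoff. They were not, as 48 of the 53 at E11.5 were among the dimmest 1981 genes and 39 of the 47 at E12.5 among the dimmest 1970. The overlap of lists matched on signal was not tested. In units of the local spread, the largest change in the same direction at both stages was that of *H2az2*, followed by *Gsn*, the gene of the actin-severing protein gelsolin (0.63 and 0.48), *Myf5* and *Gtpbp2* (0.54 and 0.65), which were named after their values were seen. *Slc18a2*, the vesicular monoamine transporter gene, was higher at both stages (0.72 and 0.65). *Wnt1*, below the filter on all 4 arrays, had signals of 48.1 and 83.4 at E11.5 and 35.6 and 93.6 at E12.5 in wild-type and *Hand2* NC.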
